A study of Escherichia coli with 6 samples.

How the data were processed

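The data came from wild-type Escherichia coli K-12 MG1655, a laboratory strain, grown in a supplemented minimal medium. Overnight cultures held 1 mM magnesium sulfate and were diluted 500-fold into fresh medium, either with 10 mM magnesium (no stress) or with no added magnesium (low magnesium), and harvested at an optical density (OD600) of about 0.4. Per the labels' protocols, each culture was divided, with a portion taken for RNA-seq and a portion for Ribo-RET. Ribo-RET is ribosome profiling after a short treatment with retapamulin, an antibiotic that holds ribosomes at start codons, so that the protected fragments mark where translation begins. The treatment lasted 5 min, and fragments of 15 to 30 nt were sequenced.

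There were 6 libraries. RNA-seq had 2 libraries for each condition and Ribo-RET had 1 for each condition. Groups and replicate numbers were read from the sample titles, and table columns were assigned to samples by their names. No column of per-sample values was left unused. The RNA-seq replicate numbers 1 and 2 occur in both conditions, and the pairing used in the replicate block fits comes from those numbers. The labels do not state that same-numbered cultures were grown together.

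The RNA-seq values are TPM (each gene's transcripts per 1000000 transcripts of the library) deposited by the authors for 4464 genes, computed with kallisto per the name of the deposited table. The kallisto version, the index, the annotation and the use of strand are not stated in the labels. Each library's TPM add up to 1000000, so the depth of the RNA-seq libraries is unknown and no counting interval or floor is given for them. The same deposited table gives each gene's length in base pairs, another column that was used for classing short genes. The fit planned for counts was not used because TPM are not counts, and the fit planned in its place for TPM was run instead.

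The Ribo-RET values are RPM, reads at start codons per 1000000 reads of the library, deposited by the authors for 3964 start sites. Each site is marked there as a small protein (146 sites) or a standard one (3818 sites). The aligner, the window around the start codon and the handling of duplicate reads in the table are not stated in the labels. The adapters carry random bases for removing duplicates, per the labels' protocols. Every RPM value was a whole multiple of the smallest value of its library (100% of the values), so whole reads and library totals were recovered from the steps. An empty cell was treated as 0 reads.

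For RNA-seq, log2(TPM + 1) was fitted with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a mean-dependent prior), with condition as the only factor and no filter on low values. P-values were two-sided and adjusted by the Benjamini-Hochberg method over all genes, with a threshold of 0.05. Fold changes are on the log2(TPM + 1) scale, which understates the change of genes with low TPM. Fixed lists of genes for 4 regulatory systems (PhoPQ, PhoBR, EnvZ-OmpR and PmrAB) were written down from general knowledge before the data were examined. Each was compared with all other genes by camera, a limma test, and camera p-values were adjusted over the 4 lists. Camera was run with its small preset correlation between genes, which was not estimated from these data. Where genes of a list are more correlated than that, as neighbours in an operon can be, the camera p-values are too small. Groups of 2 libraries allow no permutation test that can reach 0.05, so significance rests on the spread limma estimates across all genes.

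For Ribo-RET, the log2 ratio of low magnesium to no stress was computed from RPM with 0.5 reads added to each library, over the 3030 sites with at least 10 reads in both libraries together. With 1 library for each condition, no p-value across sites was computed. Fisher's exact test on the recovered reads (two-sided, Benjamini-Hochberg adjusted over those sites, chosen after seeing the data) compares the libraries and not the conditions. Intervals are 95% Wilson intervals for shares and RPM. The interval of a log2 ratio was derived from the exact Clopper-Pearson interval of the low magnesium library's share of a site's reads. These intervals and floors cover counting error only. A library with 3 reads or fewer at a site was taken as at the floor, which corresponds to 2.04 RPM without stress and 1.31 RPM in low magnesium. A fold against the floor was computed with that library set at 3 reads. Such a fold is not a 95% limit, and the limit from the interval can be nearer to no change. The median of a gene list was set against 10000 random lists of the same size matched on mean level. A model of translational efficiency over both assays was not fitted, because Ribo-RET has no replicates and the RNA-seq values are TPM.

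The named genes follow a rule fixed before the data were examined. They are the 5 largest RNA-seq increases and the 5 largest decreases past the threshold, with both low magnesium libraries on the same side of both no-stress libraries and a mean of at least 10 TPM; the 5 highest and the 5 lowest Ribo-RET ratios; the 10 small proteins with the highest ratios; all genes of the PhoPQ list; genes of the other lists past the threshold or among the 2 with the largest change; and mgtS, mgrB, pmrR and yoaI. Any other gene is said to be chosen after its values were seen.

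All 4464 RNA-seq genes matched the gene table of the ASM584v2 assembly, 4430 by symbol and the rest by synonym. That table was used for gene classes, neighbours and overlaps. The genome build behind the deposited tables is not stated in the labels, so no coordinates are printed. Of the 76 named genes with an RNA-seq value, 26 overlap another gene in that table, and reads at overlapping genes are uncertain because the counting is not stated to use strand.

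The alternatives tried were the replicate block, a minimum mean of 1 TPM, a pseudocount of 0.1 TPM, centring on each library's median, a 2-fold minimum added to the threshold, and leaving out each RNA-seq replicate in turn. For Ribo-RET they were a minimum of 50 reads or none, a pseudocount of 5 reads, a 4-fold minimum, a median ratio set to 0, and a limit of 100 amino acids for small proteins. Rescaling TPM to protein-coding genes, collapsing identical entries and scaling Ribo-RET to start-site reads were added after seeing the data. The code was tested on simulated data. Among 4464 simulated genes with 200 changed 4-fold, limma called 74% of the changed genes, and 5.13% of its calls were unchanged genes. With no gene changed it made 0 calls. Among 3046 simulated start sites with 200 changed, Fisher's exact test called 97%, and with none changed it called 0, while 105 sites were at least 2-fold apart by counting error. In both simulations the changed entries were drawn only from those above a minimum level. The RNA-seq simulation held few changed genes and no shift of the tRNA share. These rates thus test the code and do not carry over to low levels or to the composition of these libraries. Other computations used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and plots used matplotlib 3.10.9.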

Results

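The series asked which small proteins of E. coli are induced when magnesium is scarce. Transcript levels were measured by RNA-seq in 4 libraries, 2 without stress and 2 in low magnesium. Translation initiation was measured by Ribo-RET in 2 libraries, 1 without stress and 1 in low magnesium. No Ribo-RET difference has a replicate check.

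The Ribo-RET library without stress held 1471847 reads, of which 826186 fell on the listed start sites (56.1%, 95% Wilson interval 56.1% to 56.2%). The low magnesium library held 2284601 reads, of which 1020844 fell on start sites (44.7%, interval 44.6% to 44.7%). A single read was worth 0.679 RPM without stress and 0.438 RPM in low magnesium. Reads were listed at 3680 start sites without stress and at 3804 in low magnesium, which left 284 and 160 empty cells. The site with the most reads took 2.14% of start-site reads without stress (cspA, 17704 reads) and 2.23% in low magnesium (mgtS, 22744 reads).

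For RNA-seq the depth is unknown, since the values are TPM. The no-stress replicates had a Spearman correlation across genes of 0.981 and the low magnesium replicates of 0.994. The composition of the libraries differed between the conditions. Transfer RNA genes took 4.89% and 5.35% of the TPM in the no-stress replicates and 27.3% and 37.8% in the low magnesium replicates. Protein-coding genes took 84.7% and 83.5% without stress and 58.9% and 50.9% in low magnesium. The transfer-messenger RNA ssrA, chosen after its values were seen, took 8.28% and 8.75% without stress and 11.2% and 8.87% in low magnesium. TPM are shares of a fixed total, so a larger share for tRNA lowers the values of other genes. The median TPM over all genes was 23.1 and 29.5 without stress and 19.97 and 18.0 in low magnesium.

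**Figure D1:**
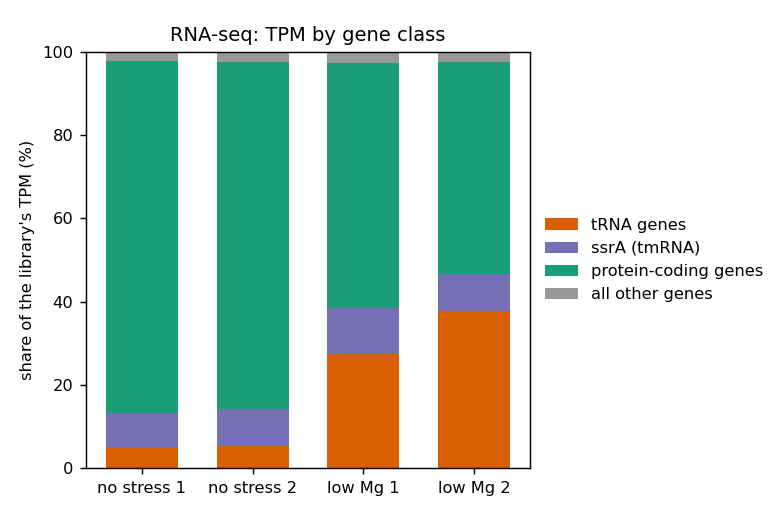
Stacked bars show the share of each RNA-seq library's TPM (%) taken by tRNA genes, ssrA, protein-coding genes and all other genes, with a bar for each of the 4 libraries. The tRNA share was 4.89% and 5.35% in the no-stress libraries and 27.3% and 37.8% in the low magnesium libraries.

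The first comparison asked which transcripts differed between low magnesium and no stress. Of 4464 genes, 2206 had a limma adjusted p under 0.05, with 807 higher and 1399 lower in low magnesium. With the replicate number as a block, 1949 genes passed, 730 higher and 1219 lower, and 1849 genes passed in both fits. The deviations of same-numbered libraries from their group means had a correlation of -0.05, so the replicate numbers gave little sign of pairing. The split between higher and lower calls depended on the scaling. Higher genes made up 36.6% of the calls with TPM as deposited, 61.0% after centring each library on its median (1598 higher, 1021 lower), and 64.7% after rescaling TPM to protein-coding genes (1383 higher, 756 lower). The median log2 fold change over all genes was -0.21 as deposited and 0.23 after centring. For protein-coding genes it was -0.26 as deposited and 0.26 after rescaling. Of the 2206 genes called with TPM as deposited, 1809 also passed after centring and 1472 after rescaling, which kept only the 4276 protein-coding genes. Of the same 2206, 3 changed sign after centring and 13 after rescaling. At least a 2-fold change on the log2(TPM + 1) scale was seen for 1677 genes as deposited, 523 higher and 1154 lower. That split became 917 higher and 686 lower after centring, and 945 higher and 565 lower after rescaling.

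The 5 largest increases were in mgtS, mgtA, ymgK, mgtL and iraM. The transcript of mgtS, which encodes a small membrane protein, rose from 144 ± 12.7 TPM to 26531 ± 4400.0 TPM (SD, n = 2 for each condition), a log2 fold change of 7.51 ± 0.21 (SE, limma adjusted p 0.000572). The magnesium transporter gene mgtA rose from 57.6 ± 5.45 to 6773 ± 3299.8 TPM, with a log2 fold change of 6.76 ± 0.38. Its leader peptide gene mgtL rose from 243 ± 36.2 to 20352 ± 13769.6 TPM, a log2 fold change of 6.20 ± 0.52. The low magnesium replicates of mgtA and mgtL were thus less alike than those of mgtS. The log2 fold change was 6.41 ± 0.22 for ymgK and 6.16 ± 0.22 for iraM. The 5 largest decreases were all in flagellar genes of the flg series. The flgB transcript fell from 1965 ± 45.4 to 17.2 ± 5.86 TPM, a log2 fold change of -6.80 ± 0.27 (limma adjusted p 0.000572). The log2 fold change was -6.59 for flgE, -6.50 for flgD, -6.48 for flgG and -6.25 for flgF.

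The second comparison took 4 regulatory systems in turn, since the series title names a link among signaling systems. PhoPQ is a sensor kinase and regulator pair that responds to low magnesium. PhoBR responds to low phosphate, PmrAB controls genes that modify the cell surface, and EnvZ-OmpR controls porin genes. The 19 genes of the PhoPQ list had a median log2 fold change of 3.10, and camera separated them from all other genes (adjusted p 1.09e-08 over the 4 lists, and 7.69e-10 with the replicate block). All 19 passed the threshold, both with adjustment over all genes and over the list alone. Of these, 16 were higher and 3 were lower in low magnesium, namely borD (log2 fold change -2.30 ± 0.20), treR (-1.68 ± 0.22) and ompT (-1.37 ± 0.23). The regulator genes themselves rose, phoP by a log2 fold change of 3.10 ± 0.20 and phoQ by 3.28 ± 0.17. The smallest rise past the threshold was in yrbL, with a log2 fold change of 0.69 ± 0.17, and it was no longer past the threshold with the replicate block.

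The PhoBR list had a median log2 fold change of 2.61 over the 20 genes in the table (camera adjusted p 5.16e-11, and 1.66e-11 with the replicate block). All 20 passed the threshold with either adjustment, 19 of them higher. The largest log2 fold changes were 4.61 ± 0.21 for phnD and 4.12 ± 0.16 for pstS, which rose from 25.8 ± 1.19 to 465 ± 7.79 TPM (SD, n = 2 for each condition). The exception was amn, at -0.95 ± 0.29 (limma adjusted p 0.0490), which did not pass with the replicate block, with the 0.1 pseudocount or under the 2 other scalings. The PmrAB list had a median of 2.52 (camera adjusted p 1.15e-07, and 1.09e-07 with the replicate block). Of its 12 genes, 11 passed with either adjustment, all of them higher, led by arnB (log2 fold change 3.65 ± 0.27). Several arn genes overlap their neighbours, so their values are not independent. Camera did not separate the EnvZ-OmpR list from other genes (median -0.26, camera adjusted p 0.997, and 0.834 with the replicate block). Camera tests a shift in a single direction, so opposite changes within a list can cancel. The median of the EnvZ-OmpR list became 0.18 after centring. Of its 8 genes, 4 passed with adjustment over all genes and 5 over the list alone. Those 4 were split in direction: ompF fell by 3.15 and ompC fell by 2.02 on the log2 scale, while ecnB rose by 0.90 ± 0.22 and the small RNA gene omrB by 0.77 ± 0.21. Neither ecnB nor omrB passed with the replicate block. The 4 lists are a single family of tests, and the correlation of same-numbered libraries given above (-0.05) applies to all of these block fits.

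**Figure D2:**
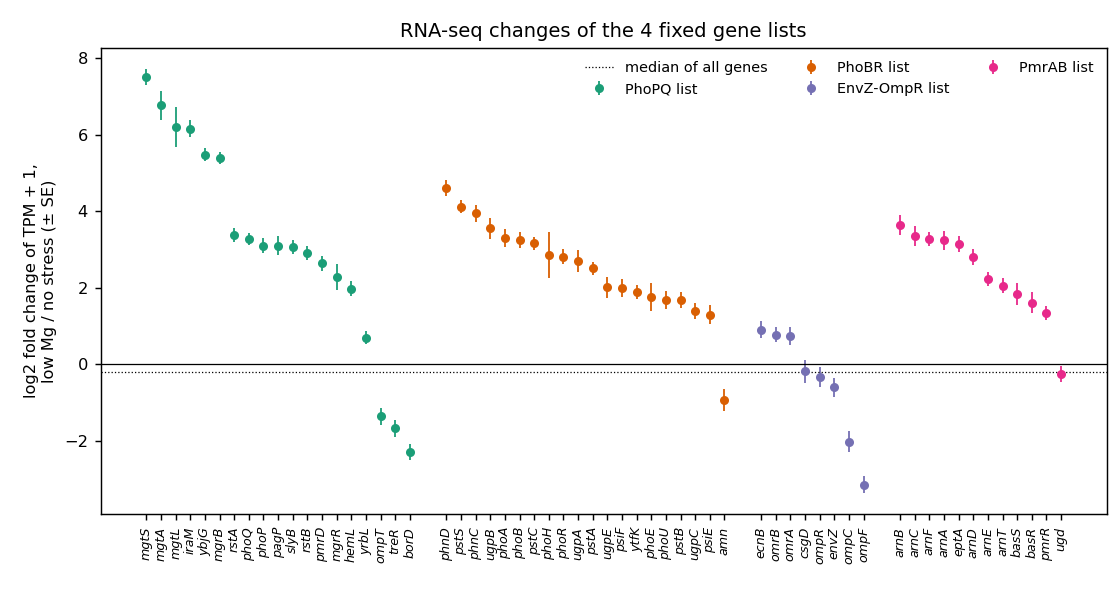
Points show the RNA-seq log2 fold change of TPM + 1 (low magnesium over no stress, n = 2 libraries for each condition) for every gene of the 4 fixed lists, with bars of ± 1 SE from limma; the solid line marks 0 and the dotted line the median of all genes, -0.21. Most PhoPQ, PhoBR and PmrAB genes lie above 1, while the EnvZ-OmpR genes range from -3.15 (ompF) to 0.90 (ecnB).

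The third comparison asked which start sites gained or lost initiating ribosomes. Among 3030 start sites with at least 10 reads in both libraries together, 621 had at least a 2-fold higher RPM in low magnesium and 641 at least a 2-fold lower RPM. The median log2 ratio was -0.01. Scaled to start-site reads in place of all reads of the library, the median became 0.32, with 862 sites higher and 470 lower. Fisher's exact test separated the reads of the libraries (adjusted p under 0.05) at 544 of the 621 higher sites and 578 of the 641 lower sites. That test called 1850 sites in all, and it compares these libraries and not the conditions. The highest ratios were at mlrA, ydeR and yegP, each with an empty cell without stress, and at phnC and iraM. Low magnesium reads numbered 72 for mlrA, 65 for ydeR and 64 for yegP, which is 15.5-fold, 13.96-fold and 13.7-fold higher against the floor. The lower 95% limits of their log2 ratios were 3.62, 3.46 and 3.44. For phnC, 182 reads stood against 1 read, 39.1-fold higher against the floor (lower 95% limit of the log2 ratio 4.38). For iraM, 565 reads stood against 5, a log2 ratio of 6.05 (95% interval 4.95 to 7.81). The lowest ratios were at fliA, fiu, flgC, ypdE and yddB. The fliA site fell from 647 reads to 12, a log2 ratio of -6.33 (interval -7.35 to -5.57), and flgC from 252 to 6, a ratio of -5.91. The low magnesium reads of fiu (2 reads), yddB (1 read) and ypdE (empty cell) were at the floor. Against the floor these sites were 62.6-fold, 23.3-fold and 7.76-fold lower. The upper 95% limits of their log2 ratios were -4.67, -3.57 and -2.48.

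Small proteins were the subject of the design. Of 113 small protein start sites with at least 10 reads, 31 (27.4%) were at least 2-fold higher in low magnesium and 35 (31.0%) were at least 2-fold lower. Over all 3030 sites, 20.5% were at least 2-fold higher and 21.2% at least 2-fold lower. Small proteins thus had larger shares on both sides, and the differences between these shares were not tested. For 26 of the 31 higher sites, Fisher's exact test separated the reads of the libraries. The number of higher sites was 20 with a minimum of 50 reads and 37 with scaling to start-site reads. Entries with identical reads were not collapsed in Ribo-RET. The higher sites ibsD and ibsE, chosen after their values were seen, each had 12 reads against 1 and may share reads. Of the 10 small proteins with the highest ratios, 5 overlap another gene in the reference table (yriA, mgtT, yadW, yqhI and pmrR). The highest ratio was at yriA, with 93 reads in low magnesium and 4 without stress, a log2 ratio of 3.74 (95% interval 2.50 to 5.81). Setting aside sites with no-stress reads at the floor, the next ratios were at yoaI with 370 against 20 reads, and at yobF with 303 against 19 reads, a ratio of 3.33 (interval 2.69 to 4.11). The mgrB site followed with 5138 against 369 reads, a ratio of 3.16 (interval 3.01 to 3.32). The mgtT site had 19700 against 1593 reads, a ratio of 2.99 (interval 2.92 to 3.07). The pmrR site had 443 against 48 reads, a ratio of 2.56 (interval 2.14 to 3.03). The yddY site had 299 against 33 reads, a ratio of 2.53 (interval 2.02 to 3.11). At 3 of the 10 sites the no-stress reads were at the floor, which leaves their place in the order open. Against the floor, ydgU was 13.3-fold higher (62 against 3 reads), yqhI 7.30-fold (34 against 3 reads) and yadW 6.44-fold (30 against 2 reads). The lower 95% limits of their log2 ratios were 2.12, 1.20 and 1.29.

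**Figure D3:**
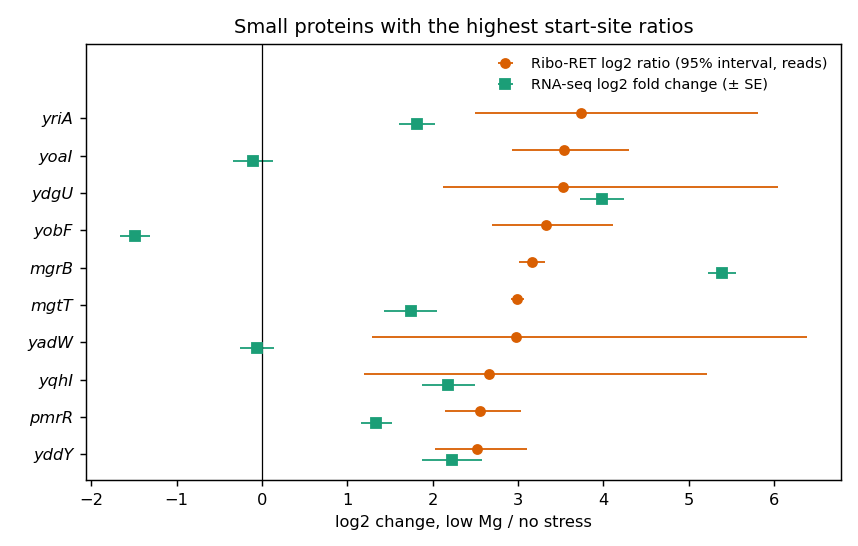
For the 10 small proteins with the highest Ribo-RET ratios, circles show the log2 ratio of start-site reads (low magnesium over no stress, 1 library for each condition, bars are 95% intervals from read counts) and squares the RNA-seq log2 fold change (n = 2 libraries for each condition, bars are ± 1 SE). The transcript change is above 1 for 7 of them, near 0 for yoaI (-0.11) and yadW (-0.05), and below 0 for yobF (-1.49). The yadW transcript averaged 0.188 TPM without stress and 0.137 TPM in low magnesium, so no change could be seen there.

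Among the genes named in advance, mgtS, mgrB, pmrR and yoaI all had higher start-site reads in low magnesium. The mgtS site rose from 2235 RPM to 9955 RPM (3289 and 22744 reads), a log2 ratio of 2.16 (interval 2.10 to 2.21), against a transcript change of 7.51. The mgrB site rose from 251 to 2249 RPM and its transcript rose from 271 ± 0.618 to 11383 ± 156 TPM (SD, n = 2 for each condition), a log2 fold change of 5.39 ± 0.16. The pmrR site rose from 32.6 to 194 RPM and its transcript changed by 1.34 ± 0.18. For yoaI the start-site level rose from 13.6 to 162 RPM, a log2 ratio of 3.54 (interval 2.93 to 4.30). The yoaI transcript did not differ between the conditions, at 19.0 ± 4.03 TPM without stress and 17.3 ± 0.763 TPM in low magnesium (log2 fold change -0.11 ± 0.23, limma adjusted p 0.725), and it was 0.33 after centring.

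The gene lists were also followed in Ribo-RET. The 18 PhoPQ sites had a median log2 ratio of 1.75, above all 10000 random lists matched on mean level, whose middle 95% ran from -0.81 to 0.35. Of these sites, 10 were at least 2-fold higher and 4 at least 2-fold lower. The 19 PhoBR sites had a median of 2.76, above all 10000 random lists, with 14 sites at least 2-fold higher and 1 lower. The 8 PmrAB sites had a median of 1.92, above 9993 of the random lists. The 5 EnvZ-OmpR sites had a median of 0.22, above 7716 of them. These percentiles describe the libraries and carry no p-value.

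The last comparison set the assays against each other, gene by gene. Across 3014 start sites with a transcript value, the Ribo-RET log2 ratio and the RNA-seq log2 fold change had a Spearman's rho of 0.377 (95% interval 0.345 to 0.410 from redrawing the genes) and a Pearson's r of 0.486. Genes are not independent replicates, and no p-value is given. With a minimum of 50 reads rho was 0.439. The next 4 counts take only sites whose transcript was also past the limma threshold. Both measures were at least 2-fold higher at 150 such sites and at least 2-fold lower at 305. Start-site reads were higher and the transcript lower, each at least 2-fold, at 77 such sites, and the reverse held at 23. Of the 619 higher start sites with a transcript value, 180 had a higher transcript past the limma threshold, 129 a lower one, and 310 were not past it. Of the 636 lower start sites, 354 had a lower transcript, 49 a higher one, and 233 were not past the threshold. Of the 31 higher small protein sites, 16 had a higher transcript, 4 a lower one and 11 were not past the threshold. Of these 11, 4 were at 0 TPM in all 4 libraries (ibsA, ibsB, ibsD and ibsE, chosen after their values were seen), so no change could be seen there. Of the 32 lower small protein sites with a transcript value, 10 had a lower transcript, 6 a higher one and 16 were not past it, including mntS, at 0 TPM in all 4 libraries and chosen after its values were seen. With 1 Ribo-RET library for each condition, whether start-site and transcript changes differed at any gene was not tested. Among the named genes past both the limma threshold and Fisher's exact test, mgtL and yobF moved in opposite directions in the assays. The mgtL start-site reads were 4670 without stress and 5088 in low magnesium, a log2 ratio of -0.51 (interval -0.57 to -0.45), against a transcript change of 6.20. The adjacent mgtA had 786 and 1447 reads, a ratio of 0.25 (interval 0.12 to 0.37), against a transcript change of 6.76. The yobF transcript fell from 2495 ± 92.3 to 891 ± 85.0 TPM (SD, n = 2 for each condition), a log2 fold change of -1.49 ± 0.18 (limma adjusted p 0.00402), while its start-site reads rose. By the same limits the yrbL ratio of -1.49 and the ytfK ratio of -0.19 stood against higher transcripts, and the ytfK ratio became 0.14 with scaling to start-site reads.

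**Figure D4:**
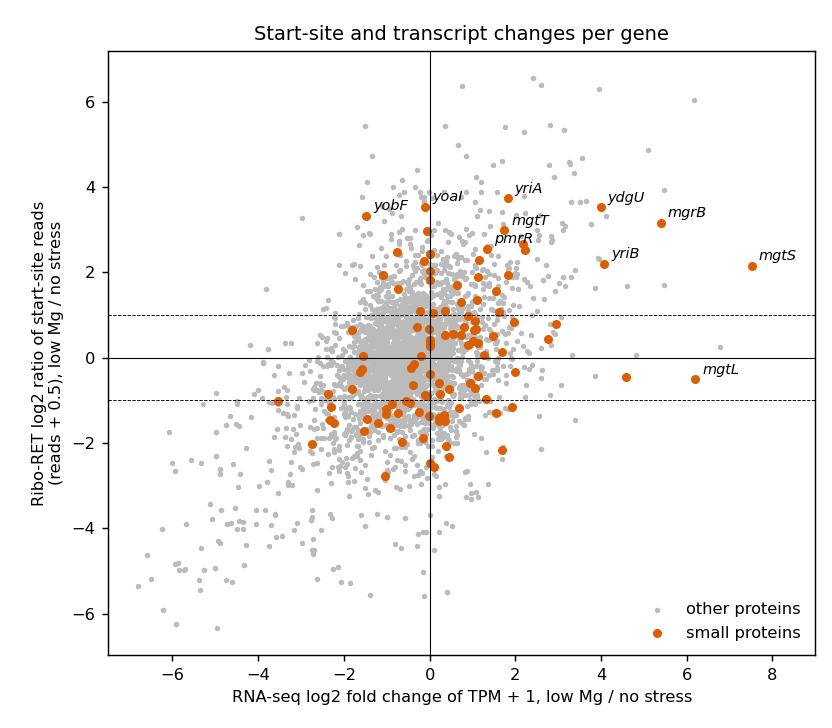
Each point is a start site with at least 10 reads in both libraries together, with its RNA-seq log2 fold change of TPM + 1 on the x axis and its Ribo-RET log2 ratio on the y axis (low magnesium over no stress); small proteins are orange, and dashed lines mark a 2-fold start-site change. The cloud of 3014 sites rises with a Spearman's rho of 0.377, with mgtL far to the right below 0 and yobF and yoaI high at transcript changes of -1.49 and -0.11.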

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

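Among 58 named genes past both the limma threshold and Fisher's exact test, 4 moved in opposite directions in RNA-seq and Ribo-RET: mgtL, yobF, yrbL and ytfK. In each, both low magnesium RNA-seq libraries lay on one side of both no-stress libraries and the start-site reads moved the other way. The difference between the assays was not tested at any of these genes, since Ribo-RET has 1 library for each condition. Every test in this part except the one on the neighbours of yobF was chosen after the result was seen.

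The mgtL start-site reads changed by a log2 ratio of -0.51 (95% interval -0.57 to -0.45) while the transcript rose by 6.20. With scaling to start-site reads the ratio was -0.18, still below 0. Counting error in the reads was weighed with Fisher's exact test, which gave p = 8.99e-68 for the libraries as sequenced, so counting error alone does not account for the lower share. A distortion of TPM by the short length of mgtL was weighed by asking how many short genes rose as much. Of the 88 protein-coding genes of at most 100 bp, 3.41% did (mgtL itself, mgtS and ymgK). These 3 are also among the 5 largest increases, so a part played by length is not excluded, but the long neighbouring gene mgtA rose by 6.76. Against the scatter between the assays, 0.0546% of 1830 start sites with 100 reads or more (1 site, mgtL itself) fell behind their transcript by as much. The neighbouring mgtA came close, with a start-site ratio of 0.25 against a transcript change of 6.76, so the lag is not peculiar to mgtL. Without Ribo-RET replicates the pattern still cannot be told apart from variation between Ribo-RET libraries. A biological hypothesis is that most of the extra transcript of mgtL and mgtA carries no additional initiating ribosomes, and a change of start-site occupancy that offsets the rise may be an alternative. Neither was tested here.

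The yobF start site rose by a log2 ratio of 3.33 while its transcript changed by -1.49. The lower limit of the 95% interval of the ratio was 2.69, so counting error in 303 and 19 reads does not account for it. Reads of a neighbouring start site were weighed with the adjacent genes. The higher of their ratios was 0.06 (0.0551, at yebO), and the other was -0.59 at cspC, so neither neighbour rose with yobF. Only 0.164% of 1830 start sites (3 sites) exceeded their transcript change by as much. The pattern cannot be told apart from variation between Ribo-RET libraries. It may reflect more initiation per transcript in low magnesium, which is a hypothesis found on these data. The neighbours also differed in RNA-seq: cspC changed by -1.25 and yebO by 4.81, both chosen after their values were seen.

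The yrbL ratio was -1.49 (95% interval -1.77 to -1.21) against a transcript change of 0.69, and 2.90% of 1830 start sites (53 sites) fell behind their transcript by as much. The transcript of yrbL was not past the threshold with the replicate block, and yrbL overlaps mtgA in the reference table. The ytfK ratio was -0.19 (95% interval -0.32 to -0.05) against a transcript change of 1.88, and 3.22% of the same sites (59 sites) fell behind by as much. With scaling to start-site reads the ytfK ratio became 0.14, so its opposite direction depends on that choice. Both genes stand inside a tail shared with many other sites, and scatter between the assays remains a candidate explanation for both.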

How the results depend on the processing

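The direction of the RNA-seq calls depended most on the scaling. Higher genes numbered 807 with TPM as deposited, 1598 after centring each library on its median and 1383 after rescaling TPM to protein-coding genes, and lower genes went from 1399 to 756 under the rescaling. The median log2 fold change over all genes was -0.21 as deposited and 0.23 after centring, and which scaling is nearer to cell content was not tested. With a 2-fold minimum added, 512 genes were higher, a change that follows from the stricter rule. The total number of genes past the threshold stayed within 1.5 times 2206 under the block (1949), the 1 TPM minimum (2274), the 0.1 pseudocount (2150), collapsing of identical entries (2160) and both scalings (2619 and 2139). The number of genes changed at least 2-fold ran from 1589 to 1758 across the 4 fits that each left out 1 replicate.

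The PhoPQ, PhoBR and PmrAB lists kept their direction and their side of the threshold in every fit with a test, with medians of 3.10 to 3.74, 2.61 to 3.24 and 2.52 to 3.18. Their camera adjusted p ran from 7.69e-10 to 1.75e-05 for PhoPQ, from 5.05e-12 to 2.05e-07 for PhoBR and from 2.38e-08 to 6.22e-06 for PmrAB. Across the 4 fits that each left out 1 replicate, the PhoPQ median ran from 2.996 to 3.17, the PhoBR median from 2.31 to 2.65 and the PmrAB median from 2.46 to 2.58. The EnvZ-OmpR list, not past the threshold in any fit (camera adjusted p 0.430 to 0.997), changed sign: its median was -0.26 as deposited, 0.18 after centring, 0.13 after rescaling, and from -0.56 to 0.043 across the fits that each left out 1 replicate. Centring added 0.44 to the log2 fold change of every gene, so the sign after centring follows from that shift. The cause of the change across replicates was not tested.

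Of the 76 named genes with an RNA-seq value, 4 were no longer past the threshold with the replicate block (amn, ecnB, omrB and yrbL) and 1 with the 0.1 pseudocount (amn). After centring, 1 was lost and 1 gained, and after rescaling 2 were lost and 1 gained. The genes that changed sign were not past the threshold as deposited or under either scaling. After centring and after rescaling, yadW was 0.39 and 0.047, yoaI 0.33 and 0.49, and ypdE 0.31 and 0.31. After centring, these signs follow from the same shift of 0.44 in every gene and are not particular to these genes. Rescaling moved genes by a median of 0.60. Leaving out 1 replicate at a time, yadW ran from -0.28 to 0.18 and yoaI from -0.32 to 0.10. The yadW values were 0.375 and 0 TPM without stress and 0 and 0.275 TPM in low magnesium, so its sign rests on values near 0. The cause for yoaI was not tested.

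In Ribo-RET, a 4-fold minimum left 218 higher and 228 lower sites. With a minimum of 50 reads, 439 sites were higher and 416 lower, so that higher sites outnumbered lower ones, unlike the 621 and 641 with 10 reads. With no minimum, where sites with few reads enter, 786 were higher and 964 lower, and with a pseudocount of 5 reads 449 were higher and 607 lower. Small proteins at least 2-fold higher numbered 20 with 50 reads, 18 with a 4-fold minimum and 87 of 396 when proteins of up to 100 amino acids were counted as small. Scaling to start-site reads gave 862 higher and 470 lower sites in place of 621 and 641, moved the PhoPQ median from 1.75 to 2.08 and turned the ytfK ratio from -0.19 to 0.14. Of the 67 named start sites with at least 10 reads, 18 others moved outside their counting interval under that scaling and 5 with a pseudocount of 5 reads, all in the same direction as before. Which total is the better reference was not tested. Spearman's rho was 0.439 with 50 reads, 0.288 with no minimum and 0.371 without the PhoPQ genes, and Pearson's r was 0.486. Setting the median ratio to 0 cannot move rho.

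Depth limits the sites with few reads. In the simulation with no change, 105 of 3046 sites were at least 2-fold apart by counting error, and the missing Ribo-RET replicates leave the spread between cultures unknown. For RNA-seq the depth is unknown, and 2 replicates allow no count of other splits. The count-based alternatives (2 count models, library-size scaling, a filter at 1 count and a filter at 50 counts) were not run because the values are TPM.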

Other observations

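Of the tests in this part, those on short RNA recovery, on the counting error of yoaI, on flagellar genes, on compression of the ratios and on the choice of genes were chosen after the result was seen.

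Transfer RNA genes rose in RNA-seq. The median log2 fold change over 86 tRNA entries was 1.62, and 2.07 after centring. Leaving out low magnesium replicate 1 or 2 gave 1.92 and 1.41. Many tRNA entries are identical copies with repeated values, so the copies were collapsed to 48 distinct entries, whose median was 1.30. Of these, 29 were higher and 2 lower past the limma threshold. Better recovery of short RNAs in the low magnesium libraries was weighed with the 88 protein-coding genes of at most 100 bp, which rose by 0.51 more than longer ones, under the 0.5 share of the tRNA rise set as the limit. Repeated values thus account for at most a part of the rise. Short protein-coding genes can lie in longer transcripts, so their change does not measure the recovery of short RNA molecules, and the tRNA rise cannot be told apart from better recovery of short RNA. A difference in RNA extraction or library preparation specific to structured RNA was not tested, and the rise may be technical.

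The median log2 fold change of protein-coding genes was -0.26 as deposited. If the larger tRNA share were its only source, rescaling TPM to protein-coding genes should bring the median near 0. It went to 0.26 instead, so the direction of the typical protein-coding gene cannot be told from these values, and the growth of the tRNA share may account for part of the shift.

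The yoaI start site rose with no change of its transcript. The lower 95% limit of its log2 ratio was 2.93, above a 2-fold change, and the higher ratio among its neighbours (yeaK and yeaL) was 0.29, so counting error and reads of an adjacent start site do not account for it. As large an excess of the start-site change over the transcript change was seen at 1.42% of 1830 sites with 100 reads or more (26 sites). The pattern cannot be told apart from variation between Ribo-RET libraries, and initiation that changes without the transcript is a hypothesis.

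Genes whose names start with flg, flh, fli, che or mot were lower in both assays. The RNA-seq median of 47 genes was -5.13, and 47 of 47 were lower past the limma threshold as deposited, after centring (median -4.69) and after rescaling (median -4.55). If this were a change of the RNA-seq libraries alone, Ribo-RET should not show it. The Ribo-RET median of 36 start sites was -4.01 (-3.68 with scaling to start-site reads), and 34 of 36 were at least 2-fold lower. Ribo-RET had 1 library for each condition, so the spread of its change between cultures is unknown.

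Start-site ratios were smaller than transcript changes among genes chosen for large transcript changes. Among sites with 100 reads or more, 32 genes with transcripts at least 3 higher on the log2 scale had a median quotient of start-site change over transcript change of 0.609, and 75 genes with transcripts at least 3 lower had 0.668. The difference of 0.0587 is inside the limit of 0.2 set for a common compression of the start-site ratios. The choice of genes was weighed by choosing on start-site changes of at least 3 instead. The median quotient of transcript change over start-site change was then 0.717 over 90 sites (0.411 for 38 higher sites and 0.932 for 52 lower ones), so the transcript change was then the smaller one. Of the raised lists fixed in advance, PhoBR had the larger median in Ribo-RET (2.76 over 19 sites against 2.61 over 20 genes in RNA-seq as deposited). Its RNA-seq median was 3.05 after centring and 3.24 after rescaling, above 2.76. Scaling to start-site reads raises every Ribo-RET ratio as well. PhoPQ (1.75 against 3.10) and PmrAB (1.92 against 2.52) had the smaller median in Ribo-RET. Single genes picked for a larger change in Ribo-RET were phoE (5.40 against 1.76), eptA (5.33 against 3.14) and fliA (-6.33 against -4.95). The order of the PhoBR medians thus depends on the scaling, so the fixed lists give no firm case against a general compression. Such a compression of the start-site ratios cannot be told apart from the choice of genes.

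In 8 start sites, 20 reads or more in low magnesium stood against an empty cell without stress, and the reverse occurred at 0 sites. The transcript changed in the direction of the reads at 75% of them (6 of 8), counted by sign alone. Of these, appA, mlrA, ydeR and yohF were past the limma threshold and yegP and yliI were not, while ampG and recR were past it in the opposite direction. The genes of this group outside the naming rule were chosen after their values were seen. By comparison, 6 sites had 20 reads or more in low magnesium with 1 read without stress, and 1 site had the reverse. The split was less uneven with more reads in the other library. It was 13 and 10 sites with 2 reads, 19 and 8 with 3, 18 and 9 with 4, and 9 and 6 with 5. The no-stress library was also the smaller one. Whether the empty cells are 0 reads or values dropped by a filter cannot be decided from this, and mlrA, ydeR and yegP are among the 8 sites.

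Genes listed at 0 TPM in all 4 libraries numbered 19. Of those with a single start site, 3 had 100 start-site reads or more: mntS, yqhJ and hokC, chosen after their values were seen. The gene yibX, also at 0 TPM and chosen in the same way, is listed with 2 start sites and was left out of this count. Its small protein site had 69 reads without stress and 40 in low magnesium. The mntS site had 2321 reads without stress and 648 in low magnesium. Each of mntS, yqhJ and hokC (100%, 3 of 3) overlaps another gene in the reference table, against 30.9% of the genes not listed at 0. The other genes at 0 TPM with a single start site had fewer reads, and all but ynbG (1 read in low magnesium) overlap another gene as well. Reads assigned to an overlapping gene are a candidate explanation for the zeros, which rests on 3 genes with 100 reads or more.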
